A study of Homo sapiens with 12 samples. Its data were reported in "Architecture of epigenetic reprogramming following Twist1-mediated epithelial-mesenchymal transition" (2013).

How the data were processed

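Histone modifications were profiled by chromatin immunoprecipitation followed by sequencing (ChIP-seq) in HMLE cells, an established line of immortalised human mammary epithelial cells. Per the labels, 12 libraries were made in 3 conditions: parental cells, cells carrying Twist1 grown as a monolayer (Twist2D) and cells carrying Twist1 grown as spheres (Twist3D). Of these, 4 libraries were made with an antibody against trimethylated lysine 4 of histone H3 (H3K4me3), 5 against trimethylated lysine 27 (H3K27me3) and 3 against histone H3 itself, as the control.

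The authors aligned the reads to the hg18 build of the human genome and kept reads with a single genomic location. H3K4me3 peaks were called by the authors with MACS, and the broader H3K27me3 domains with SICER, a caller that joins neighbouring enriched windows. The histone H3 libraries were the control for both callers. The deposited files are 6 lists, 1 for each mark in each condition, and each row holds 3 columns with a chromosome, a start and an end. The lists carry no score, fold enrichment, p-value or read count, so the sequencing depth behind each list is unknown from these files. The descriptions of replicate libraries name the same list, so replicates were taken to have been pooled before deposition. The parental H3K27me3 list, the Twist3D H3K27me3 list and the Twist3D H3K4me3 list each rest on 2 libraries, and the other 3 lists rest on 1 library each. The histone H3 libraries were not analysed here.

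The build was checked on the positions. The last positions on chromosomes 3 and 19 in every list lie beyond the ends of those chromosomes in GRCh37, in keeping with the hg18 build named by the authors. Coordinates were therefore given in hg18 as deposited and were never converted. An annotation of hg18 was not used here, so peaks were described by position and the gene and promoter counts that had been planned were left out. H3K27me3 domains start on a grid of 200 bp and were read with a start counted from 0 and an inclusive end. H3K4me3 positions were read as counted from 1, a convention the lists do not state, which leaves a doubt of at most 1 bp. The smallest gap between neighbouring H3K27me3 domains was 2200 bp in the parental and Twist2D lists and 1200 bp in the Twist3D list, so the Twist3D list was called with a smaller gap setting. A smaller setting splits domains and changes their number and width.

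For each list the number of peaks, the covered length and the median width were computed, with a 95% order-statistic interval on the median. Lists were compared by overlap of at least 1 bp. A peak of the first list with no overlap in the second was called lost, and a peak of the second with no overlap in the first was called gained. Shares were given with Wilson 95% intervals, which cover counting error only. The covered length shared by 2 lists was divided by the length covered by either (Jaccard index). H3K4me3 peaks with at least 1 bp in an H3K27me3 domain of the same condition were called bivalent. A switch from H3K4me3 to H3K27me3 was a parental H3K4me3 peak outside parental H3K27me3 domains, with no H3K4me3 and with H3K27me3 in the second condition. A switch from H3K27me3 to H3K4me3 was an H3K4me3 peak of the second condition outside its H3K27me3 domains, on a parental H3K27me3 domain and with no parental H3K4me3.

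Because each condition is 1 pooled list per mark, no test between conditions could be made, and differences between conditions are given as values. Overlaps were set against random placement by 1000 circular shifts of a list within each chromosome (two-sided permutation test, seed 1). These tests describe the lists, not replicates. The tests of the overlap of both marks were fixed before the data were examined. Those of overlaps between conditions and of lost and gained H3K4me3 peaks in H3K27me3 domains of the other condition were added afterwards. The latter took every lost or gained peak, because the switches leave out peaks under 1 H3K27me3 list and ask for overlap with another that shares domains with it, which lowers their number by construction. Peaks lost in Twist3D were set against the kept peaks and not against random shifts, because the list labelled Twist3D H3K27me3 covers most parental H3K4me3 peaks. Over the 18 tests, p-values were adjusted by the Benjamini-Hochberg method. The smallest two-sided p that 1000 shifts can give is 0.002, and it stayed 0.002 after adjustment.

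The regions named in the report were chosen by a rule set before the data were examined. In each class of change between parental cells and Twist2D, the 3 widest peaks on chromosomes 1 to 22 and X were taken that lay at least 5000 bp from any peak of the same mark in the other list, and the widest peak of a list was added. Width served as the rank because the lists hold no score.

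Alternatives to the processing were also listed beforehand, among them an overlap of 50% of the peak, the widest 50% of each list, lists of equal number or equal covered length, joining of peaks within 2000 bp and extension by 1000 bp. Others were chosen after the data were seen and are named as such. Calculations used Python 3.11.15, NumPy 2.4.6, pandas 2.3.3 and SciPy 1.17.1, with bedtools 2.31.1 for random placement of domains and matplotlib 3.10.9 for drawing. The overlap routine was checked against bedtools on 30 pairs of lists and gave equal counts in 30. In a test on simulated data, 3684 of 3684 planted overlaps were recovered, which was certain because each planted domain was centred on its peak. Of 200 unrelated pairs of lists, 4% had a p-value under 0.05. The domains of those pairs were placed uniformly and tested with 99 shifts. The error rate for lists with clustered domains, as analysed here, was thus not measured.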

Results

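ChIP-seq peaks of H3K4me3, a mark of active promoters, and of H3K27me3, a repressive mark set by the Polycomb complex, were available for HMLE cells before and after expression of Twist1, a transcription factor that drives epithelial-mesenchymal transition (EMT). The 6 lists covered parental cells, Twist1 cells in monolayer (Twist2D) and Twist1 cells in sphere culture (Twist3D). Each list was a single pool of 1 or 2 libraries with unknown depth, so no difference between conditions below has a replicate check.

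The first question was how the extent of each mark changed upon expression of Twist1. H3K4me3 was called at 12295 peaks in parental cells, 15025 in Twist2D and 17511 in Twist3D, an increase of 22.2% in monolayer and 42.4% in spheres. The covered length was 13.9 Mb in parental cells, 22.8 Mb in Twist2D and 19.5 Mb in Twist3D. The median peak was 1050 bp wide in parental cells (95% interval 1038 to 1060), 1422 bp in Twist2D (1410 to 1436) and 981 bp in Twist3D (971 to 991). Restriction to the widest 50% of each list moved the peak numbers most, to 6147, 7512 and 8755, and keeps their order by construction. The median widths were then 1394, 1906 and 1414 bp, with Twist3D above parental cells.

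H3K27me3 was called at 18677 domains in parental cells and 7117 in Twist2D, a change of -61.9%. The covered length was 249.7 Mb in parental cells and 153.1 Mb in Twist2D, a change of -38.7%. The domains called in Twist2D were wider, with a median of 15800 bp (15400 to 16000) as compared to 8800 bp (8800 to 9000) in parental cells. The list labelled Twist3D H3K27me3 held 25222 domains that covered 85.3 Mb, with a median width of 2200 bp. This list was called with a smaller gap setting than the other lists of the mark. Joining of domains within 2000 bp left 24175 domains in it. The length it covered was lower than the length the study gave for spheres, whereas the other lists of the mark covered lengths close to those the study gave.

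**Figure D1:**
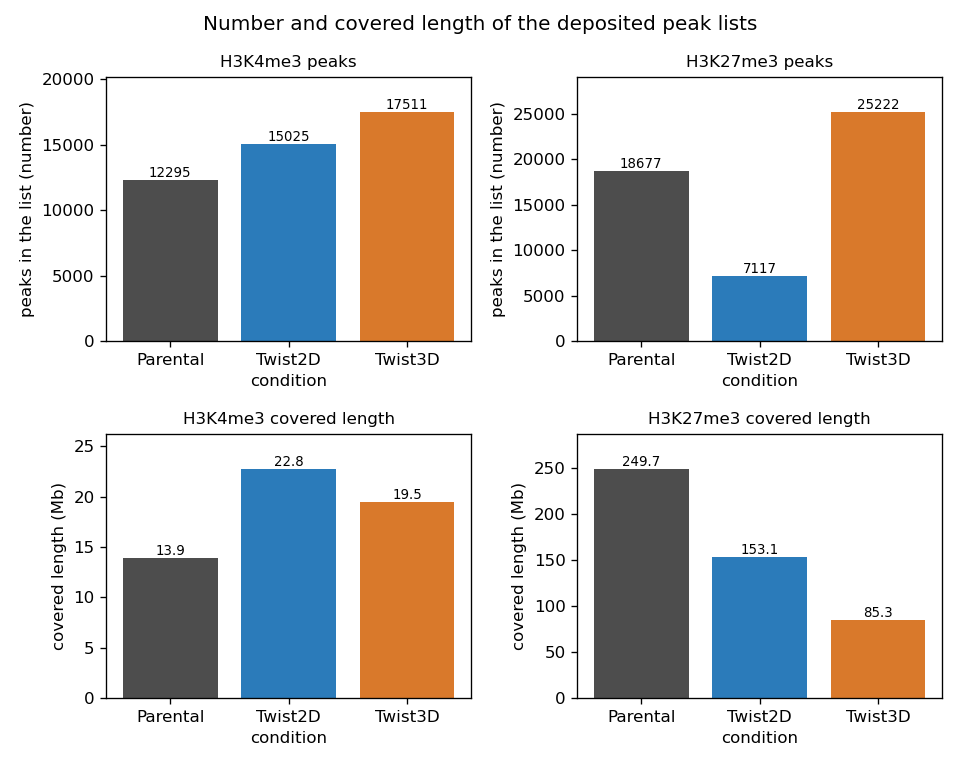
Number of peaks (upper panels) and covered length in Mb (lower panels) of the H3K4me3 and H3K27me3 lists, with 1 bar per pooled list and no error bars because each condition is 1 list. H3K4me3 peaks rose from 12295 to 17511, whereas the H3K27me3 covered length fell from 249.7 Mb in parental cells to 85.3 Mb in the list labelled Twist3D.

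**Figure D2:**
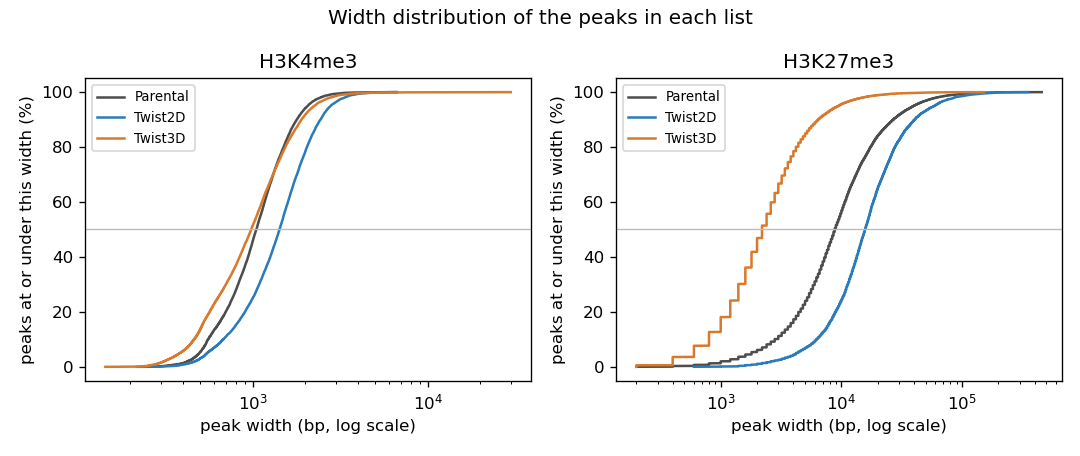
Cumulative share of peaks (in percent) at or under a given width (bp, log scale) in each list, for H3K4me3 and H3K27me3, with a grey line at 50%. The median H3K27me3 domain was 8800 bp wide in parental cells, 15800 bp in Twist2D and 2200 bp in the list labelled Twist3D.

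The comparison of parental cells with Twist2D asked which sites gained or lost a mark during EMT. Of the parental H3K4me3 peaks, 11.3% (1387 out of 12295, 95% interval 10.7 to 11.9%) were lost in Twist2D, and 31.7% of the Twist2D peaks (4758 out of 15025, 30.9 to 32.4%) were gained. Restriction of the list called from to its widest 50%, set against the full other list, moved these counts most, to 263 lost and 1025 gained. Losses and gains were most frequent among narrow peaks. Among the narrowest 25% of parental peaks 29.7% were lost, as compared to 4.01% among the widest 25%, and the gained share in Twist2D was 68.4% among the narrowest 25% and 11.1% among the widest 25%. Among 9090 peaks matched one to one, 90.6% were wider in Twist2D, with a median width ratio of 1.33. The lists shared 12.5 Mb, with a Jaccard index of 0.514. The widest peak lost lay on chromosome 4 at 48798974 to 48805611 (6638 bp), and it also lay in a parental H3K27me3 domain, as did the next 2, both on chromosome 10 between 38827258 and 38839162. The peak on chromosome 4 was present again in the H3K4me3 list of Twist3D. No region prone to artefacts, such as repeats, was filtered out before the ranking by width. Whether these wide peaks reflect a true loss was therefore not settled. The widest peaks gained lay on chromosome 8 at 25955496 to 25960645, on chromosome 17 at 56829544 to 56834580 and on chromosome 10 at 28070992 to 28075679, and all 3 overlapped parental H3K27me3 domains.

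H3K27me3 was redistributed to a larger extent. Of the parental domains, 72.8% (13604 out of 18677, 72.2 to 73.5%) had no overlap in Twist2D, and 40.9% of the Twist2D domains (2909 out of 7117, 39.7 to 42.0%) had none in parental cells. The lists shared 66.3 Mb, whereas 183.4 Mb were covered only in parental cells and 86.8 Mb only in Twist2D, with a Jaccard index of 0.197. Loss reached 81.1% among the narrowest 25% of parental domains and 64.0% among the widest 25%. The overlap that remained exceeded random placement, since 27.2% of parental domains met a Twist2D domain as compared to 8.22% after random shifts (permutation p = 0.002, adjusted 0.002). The widest domain lost spanned 457200 bp on chromosome 16 from 762601 to 1219800. Both others among the 3 widest lay on chromosome 8 at 143469401 to 143721800 and on chromosome 7 at 157146601 to 157396800. The widest domains gained lay on chromosome 20 at 30554801 to 30734200, on chromosome 1 at 199571401 to 199669800 and on chromosome 10 at 99491401 to 99588000.

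Sphere culture was then compared with parental cells and with the monolayer. From parental cells to Twist3D, 20.9% of H3K4me3 peaks (2571) were lost, and 46.7% of the Twist3D peaks (8184) were gained, with a Jaccard index of 0.439. From Twist2D to Twist3D, 26.8% (4032) were lost and 36.7% (6434) gained, with a Jaccard index of 0.474. For the lists labelled H3K27me3, 68.7% of parental domains (12833) had no overlap in Twist3D and 71.9% of the Twist3D domains (18147) had none in parental cells, with a Jaccard index of 0.0973. From Twist2D to Twist3D, 54.7% (3892) were lost and 82.7% (20867) gained, with a Jaccard index of 0.0687. The lost share rose to 93.8% (6674) when 50% of a domain had to be covered, since the Twist3D domains were short. All 12 overlaps between conditions exceeded random placement (permutation p = 0.002, adjusted 0.002).

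Co-occurrence of both marks was examined next, since bivalent sites have been linked to plasticity. Bivalent H3K4me3 peaks numbered 727 in parental cells (5.91% of 12295, 5.51 to 6.34%) and 1370 in Twist2D (9.12% of 15025, 8.67 to 9.59%). Parental bivalent peaks were fewer than the 1208 given on average by random shifts, a ratio of 0.602, whereas those in Twist2D exceeded the 887 given by random shifts, a ratio of 1.55 (permutation p = 0.002 for each, adjusted 0.002). Restriction to the widest 50% of each list moved the counts most, to 155 and 330. Of the 1370 bivalent peaks in Twist2D, 478 overlapped H3K4me3 only in parental cells, 435 overlapped H3K27me3 only, 132 overlapped both marks and 325 neither.

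In Twist3D, 14432 of 17511 H3K4me3 peaks (82.4%, 81.8 to 83.0%) lay in a domain of the list labelled H3K27me3, 18.5 times the number after random shifts (permutation p = 0.002, adjusted 0.002). The same list also covered 86.2% of the parental H3K4me3 peaks and 83.2% of those in Twist2D. Domains of this list that held an H3K4me3 peak of Twist3D had a median width of 2000 bp, as compared to 17200 bp in Twist2D and 11200 bp in parental cells. With domains of at least 5000 bp alone, an alternative chosen after the data were seen, 2663 H3K4me3 peaks (15.2%) were bivalent in Twist3D, 1229 (8.18%) in Twist2D and 577 (4.69%) in parental cells. Values that rest on the list labelled Twist3D H3K27me3 therefore include H3K4me3 sites of every condition.

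**Figure D3:**
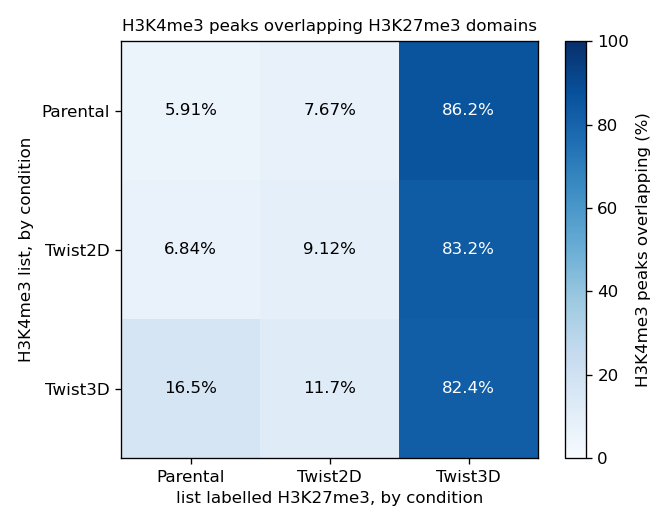
Share of the H3K4me3 peaks of each condition (rows, in percent) that overlap by at least 1 bp a domain of each list labelled H3K27me3 (columns). The parental and Twist2D lists overlapped between 5.91% and 16.5% of H3K4me3 peaks, and the list labelled Twist3D between 82.4% and 86.2%.

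Switches between the marks were then counted. From parental cells to Twist2D, 162 of 930 H3K4me3 peaks that were lost outside H3K27me3 domains (17.4%, 15.1 to 20.0%) lay in an H3K27me3 domain in Twist2D. In the opposite direction, 315 of 3998 H3K4me3 peaks gained in Twist2D outside its H3K27me3 domains (7.88%, 7.08 to 8.76%) lay on a parental H3K27me3 domain. Random placement was asked of lost and gained H3K4me3 peaks with or without H3K27me3 at the same site. Of all 1387 lost peaks, 22.9% lay in an H3K27me3 domain of Twist2D, as compared to 5.56% after random shifts, and of all 4758 gained peaks, 15.8% lay in a parental domain, as compared to 9.58% (permutation p = 0.002 for each, adjusted 0.002). Among H3K4me3 peaks shared by both conditions, these shares were 5.73% of the parental peaks and 2.70% of the Twist2D peaks. Restriction to the widest 50% of each list moved both counts most, to 68 and 103. The widest switch to H3K27me3 lay on chromosome 8 at 95721437 to 95724615, a position for which the study lists ChIP primers under the gene ESRP1. In the Twist3D lists this position overlapped neither mark. The next lay on chromosome 6 at 41712296 to 41714840 and on chromosome 11 at 12986851 to 12989155, and both overlapped H3K4me3 in Twist3D. The widest switch to H3K4me3 was the gained peak on chromosome 17 named above, followed by peaks on chromosome 4 at 970386 to 974676 and on chromosome 5 at 158455857 to 158459394. From parental cells to Twist3D, 1055 of 2112 peaks switched to H3K27me3 and 579 of 2733 to H3K4me3. Of all 2571 lost peaks, 47.8% lay in a domain of the list labelled Twist3D H3K27me3, less than the 96.4% of the 9724 peaks kept in Twist3D. Of all 8184 gained peaks, 32.0% lay in a parental domain, as compared to 9.32% after random shifts (permutation p = 0.002, adjusted 0.002) and to 2.93% of the Twist3D peaks shared with parental cells. Both switch counts rest on the list labelled Twist3D H3K27me3.

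The change in peak number was also compared between chromosomes. In Twist2D, the log2 ratio of H3K4me3 peaks over parental cells was 0.74 on chromosome X (454 against 272 peaks, 95% interval 0.52 to 0.96), above all 22 autosomes, which ranged from 0.06 to 0.38. In Twist3D it was 0.88 on chromosome X, and the autosomes ranged from 0.35 to 0.68. H3K27me3 domains on chromosome X decreased most in Twist2D, with a log2 ratio of -1.92 (-2.18 to -1.65), as compared to an autosomal range of -1.79 to -1.02. By covered length the ratio on chromosome X was -1.23, and 2 autosomes were at or below it. In the list labelled Twist3D, the log2 ratio of domain numbers on chromosome X was 0.58, above the autosomal median of 0.40, and 5 autosomes were at or above it.

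**Figure D4:**
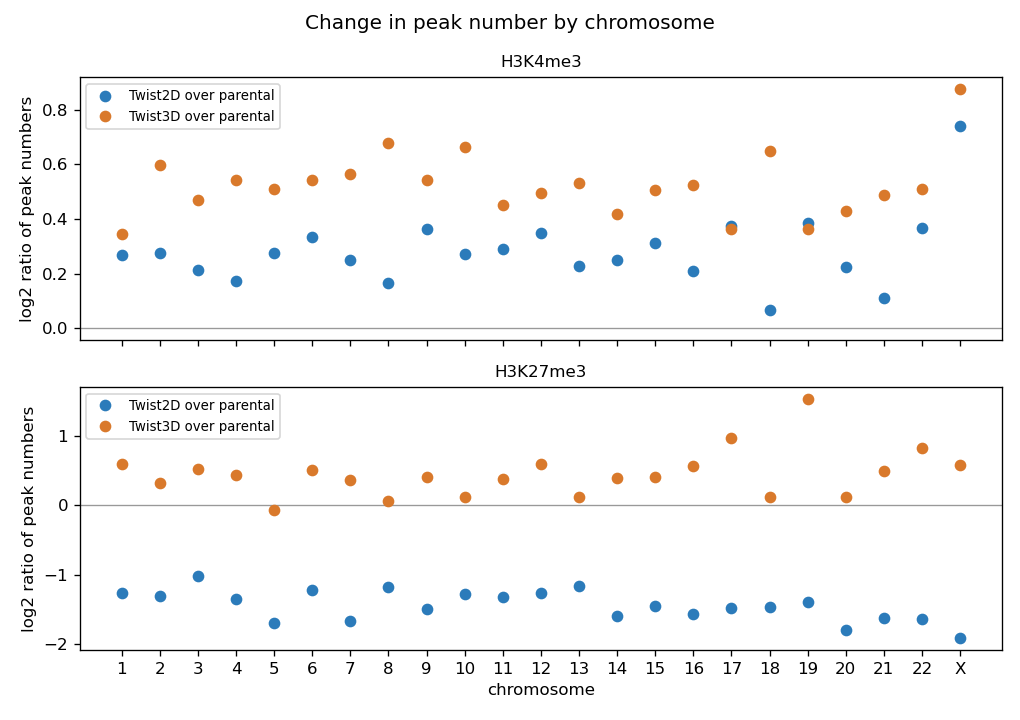
Log2 ratio of the number of peaks in Twist2D and in Twist3D over parental cells for chromosomes 1 to 22 and X, with 1 point per chromosome and list. In the H3K4me3 panel chromosome X lies at 0.74 for Twist2D and at 0.88 for Twist3D, above every autosome.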

Values the study reported

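The study reported that H3K27me3 covered 250 Megabases in vector cells, 153 Megabases in Twist1 cells grown in monolayer and 138 Megabases in those grown as spheres. Counted by gene, it reported that 3,253 of 15,853 genes acquired H3K4me3 in Twist1 cells and that 424 lost it. It gave 2,070 genes that lost H3K27me3, of which 225 switched to H3K4me3, and 102 genes that switched the other way. Its numbers of bivalent genes were 464 at baseline, 1,248 in monolayer and 1,628 in spheres.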

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

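Joining of domains within 2000 bp was listed beforehand. All other tests in this part were chosen after the results were seen. The effect of Twist1 against parental cells was compared between monolayer and spheres for number, covered length and median width of each mark and for the share of bivalent peaks, 7 results in all. In 3 of them the effect had opposite directions in Twist2D and Twist3D. These differences were not tested, since each condition is 1 pooled list.

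The number of H3K27me3 domains fell by 1.39 on the log2 scale in Twist2D and rose by 0.43 in the list labelled Twist3D, a difference of 1.83. After domains within 2000 bp were joined, 24175 were left, still above the 18677 of parental cells. Splitting of called domains at such gaps thus does not account for the rise. A call from the reads at the larger gap was not made here, so the gap setting itself stays open. When every domain touching an H3K4me3 peak of any condition was left out, 15509 domains were left in parental cells, 4865 in Twist2D and 10652 in Twist3D. The rise over parental cells was then gone, so domains at H3K4me3 sites may be its source. A difference in libraries pooled or in depth cannot be told apart from the condition, because the Twist2D list rests on 1 library and the files hold no read counts. A biological effect of sphere culture stays open and was not tested.

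The median width of H3K27me3 domains rose by 0.84 on the log2 scale in Twist2D and fell by 2.00 in the list labelled Twist3D, a difference of -2.84. Joining domains within 2000 bp left the Twist3D median at 2200 bp, and leaving out domains at H3K4me3 peaks gave 2400 bp, as compared to 8400 bp in parental cells after the same step. Neither splitting of called domains at such gaps nor the H3K4me3 sites thus account for the narrow domains. The gap setting in the call from the reads was not tested and stays open. Another calling threshold, a lower enrichment in the sphere libraries and sphere culture itself also stay open, as none was tested.

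The median width of H3K4me3 peaks rose by 0.44 on the log2 scale in Twist2D and decreased by 0.10 in Twist3D, a difference of -0.54. Among 8292 peaks matched one to one between parental cells and Twist3D, the median width ratio was 1.02 and 52.7% were wider in Twist3D. The lower median in Twist3D may therefore come from additional narrow peaks, since the gained peaks had a median width of 662 bp. Whether these reflect depth, the pooling of 2 libraries or sphere culture was not tested.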

How the results depend on the processing

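Of 177 values recomputed under alternatives, 95 stayed within 1.5 times (for counts), within the interval of the main value (for median widths and the ratio on chromosome X), equal after rounding (for covered lengths and Jaccard indices) or on the same side of random placement, and 82 moved. None of the 3 results with a test fixed beforehand changed direction: with domains placed anew at random, the overlap of both marks stayed below random placement in parental cells and above it in Twist2D and Twist3D. Extension by 1000 bp and absence of a mark asked within 1000 bp moved no count by over 1.5 times.

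Restriction to the widest 50% of each list lowers counts by its construction. It gave 6147, 7512 and 8755 H3K4me3 peaks in parental cells, Twist2D and Twist3D, with 9.31, 15.5 and 13.9 Mb covered and median widths of 1394, 1906 and 1414 bp. Under this restriction the Twist3D median was above the parental one, opposite to the full lists. H3K27me3 domains numbered 9338, 3558 and 12611, with 202.1, 118.3 and 68.7 Mb and median widths of 15000, 24800 and 3800 bp. From parental cells to Twist2D, 2647 H3K4me3 peaks were gained, and 7063 H3K27me3 domains were lost and 1715 gained. From parental cells to Twist3D, 1265 H3K4me3 peaks were lost and 3891 gained, and 6772 H3K27me3 domains were lost and 9414 gained. From Twist2D to Twist3D, these counts were 1814 and 2977 for H3K4me3 and 2233 and 10736 for H3K27me3. Bivalent peaks numbered 155, 330 and 4840. Switches to H3K27me3 and to H3K4me3 numbered 68 and 103 in Twist2D and 419 and 195 in Twist3D.

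With the widest 50% set against the full other list, which spares peaks just under the threshold there, H3K4me3 losses and gains were 263 and 1025 from parental cells to Twist2D, 604 and 2190 from parental cells to Twist3D, and 823 and 1290 from Twist2D to Twist3D. For H3K27me3 they were 6326 and 1257, 5793 and 8327, and 1767 and 9988.

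In lists of equal numbers, losses and gains can differ only where a peak of one list overlaps several of the other, so this setting does not show why they differed in the full lists. H3K4me3 losses and gains were 1971 and 2732 from parental cells to Twist2D, 3286 and 3781 from parental cells to Twist3D, and 4246 and 4261 from Twist2D to Twist3D. H3K27me3 losses and gains were 4688 and 4901 from parental cells to Twist2D and 5865 and 5564 from Twist2D to Twist3D. Bivalent peaks numbered 376 in parental cells and 3748 in Twist3D. Cutting the longer list to equal covered length lowered the Jaccard index of H3K4me3 to 0.433, 0.427 and 0.464 (parental against Twist2D, parental against Twist3D and Twist2D against Twist3D) and that of H3K27me3 to 0.167, 0.0880 and 0.0572.

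Joining peaks within 2000 bp gave H3K4me3 covered lengths of 14.3, 23.4 and 20.1 Mb, median widths of 1177, 1616 and 1049 bp and Jaccard indices of 0.519, 0.443 and 0.478. For the list labelled Twist3D H3K27me3 it gave 86.8 Mb, and Jaccard indices of 0.0991 with parental cells and 0.0701 with Twist2D. Joining changed nothing in the parental and Twist2D H3K27me3 lists, which hold no smaller gap, and it cannot lower a count of bivalent peaks, so its unchanged values there do not speak for stability. Leaving out chromosome Y gave 19.4 Mb for Twist3D H3K4me3, 249.5 Mb for parental H3K27me3 and 85.0 Mb for the list labelled Twist3D H3K27me3. An overlap of 50% raised H3K27me3 losses from Twist2D to Twist3D to 6674, since short domains seldom cover 50% of a long one. Causes of other changes were not tested.

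Some alternatives were chosen after the data were seen. With H3K27me3 domains of at least 5000 bp alone, bivalent peaks in Twist3D numbered 2663. The log2 ratio of H3K4me3 peaks on chromosome X in Twist2D was 1.02 in the widest 50% of each list and 0.35 at equal numbers of peaks, where the autosomes ranged from -0.35 to 0.18.

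No paired analysis was possible because each deposited list pools the libraries of its group. For the same reason the alternatives that leave out a replicate were not run. Gene and promoter results were not run, since an hg18 annotation was not used here. The unknown depth limits every comparison of peak numbers between conditions.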

Other observations

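The test of chromosome segments was written down before its result was seen. The covered length after joining within 2000 bp was among the alternatives listed beforehand. All other tests in this part were chosen afterwards.

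The H3K27me3 covered length in the list labelled Twist3D was 85.3 Mb. That is lower than the value quoted from the study above. The values for parental cells and Twist2D were 249.7 and 153.1 Mb, close to those quoted. Joining the deposited domains within 2000 bp gave 86.8 Mb, so the gaps between them do not account for the lower length. A call from the reads at the larger gap was not made here, so the gap setting itself stays open. Given the lower length, the deposited list labelled Twist3D H3K27me3 may not be the list from which the study took its value. Each value here that rests on it describes the deposited list alone. Counts of genes quoted above and counts of peaks here are different measures and were not set against each other.

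The list labelled Twist3D H3K27me3 covered most H3K4me3 peaks of every condition. The pooling of 2 libraries does not account for this, since the parental H3K27me3 list is also a pool of 2 and covered 5.91% of its H3K4me3 peaks. The smaller gap setting stays open, since joining the deposited domains within 2000 bp cannot lower the share of 82.4%, and a call from the reads at the larger gap was not made here. A wholly wrong label is argued against by the domains of at least 5000 bp that touched no H3K4me3 peak, of which 58.6% met a parental H3K27me3 domain, as compared to 14.7% after random shifts (permutation p = 0.002). To ask whether H3K4me3 reads could be present in the pool, parental H3K4me3 peaks outside the parental and Twist2D H3K27me3 domains were split by the presence of H3K4me3 in Twist3D. At the same widths, 94.8% of those with H3K4me3 in Twist3D were covered (93.7 to 95.7%), as compared to 48.2% of those without (45.9 to 50.4%). Where H3K4me3 was missing from both Twist2D and Twist3D, 14.0% were covered. These peaks were not matched in width, with a median of 557 bp as compared to 705 bp in the matched classes. Part of this lower share may come from width. At equal widths the list thus went with the H3K4me3 of Twist3D, but not with it alone. Of Twist2D peaks outside the same domains and with none in parental cells, 88.5% of those also in Twist3D were covered. Of those with none in Twist3D, 39.9% were covered. These classes were not matched in width, with medians of 1121 and 780 bp. H3K4me3 reads in the pool are a candidate explanation. The width-matched test would come out alike if spheres carried short H3K27me3 domains at most active sites. The study's own calls by gene argue against that at promoters, since it gave far more genes with H3K4me3 alone than bivalent genes in spheres. Away from promoters that explanation stays open. An uneven histone H3 control was not tested.

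H3K27me3 domains were fewer in Twist2D. If a less sensitive list were the whole reason, its domains would be a subset of the parental ones, but 40.9% of them met no parental domain. A difference in depth may still contribute to the number. H3K4me3 peaks were more numerous and wider in Twist2D. By the same reasoning, a more sensitive list as the whole reason would hold the parental peaks as a subset, but 11.3% of them met no Twist2D peak, including 123 of the 3068 among the widest 25%. A difference in sensitivity may still contribute, since 90.6% of matched peaks were wider and gains were most frequent among the narrowest 25%. A spread of the mark upon Twist1 expression was not tested.

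The increase of H3K4me3 peaks on chromosome X exceeded that on every autosome. In Twist2D, narrow peaks near the calling threshold do not account for it, since the log2 ratio was 1.02 in the widest 50% of each list, where the highest autosome reached 0.45. This was not run for Twist3D. H3K27me3 domains on chromosome X changed by -1.92 in Twist2D, below the autosomal median of -1.42. This cannot decide whether an additional copy of the chromosome was present. A histone H3 control from the same cells would carry the copy too, so the number of called domains need not rise with it. In Twist3D the log2 ratios on chromosome X were 0.88 for H3K4me3 peaks and 0.58 for H3K27me3 domains, against autosomal medians of 0.51 and 0.40. With domains touching an H3K4me3 peak left out, the ratio of H3K27me3 domains in Twist3D was -0.33 against a median of -0.61. For the same reason these values cannot decide on a copy in Twist3D. A change in the silencing of chromosome X, or selection of cells that differ in it, may underlie the pattern, but neither was tested.

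Parental H3K4me3 peaks lost in Twist2D were also examined for runs along chromosomes, as a lost segment would give. The longest run held 8 lost peaks, on chromosome 8 from 136943773 to 140908419, above the 6 that marked the upper 5% of 1000 random orders (one-sided permutation p = 0.004). None of the 8 was present in Twist3D, which met the outcome set beforehand for a lost segment. The segment as a whole was counted only afterwards. It held 11 H3K27me3 domains in Twist2D and 12 other H3K4me3 peaks in Twist3D, which loss of the whole segment would not leave. H3K27me3 domains in it numbered 56 in parental cells and 47 in the list labelled Twist3D. On all of chromosome 8 they numbered 1239 in parental cells, 549 in Twist2D and 1292 in that list. A partial loss was not tested and stays open. A run of 7 lost peaks, also above 6, lay on chromosome X from 24079235 to 26979315, and none of the 7 was present in Twist3D. That segment held 2 other H3K4me3 peaks and 3 H3K27me3 domains in Twist2D, as compared to 20 H3K27me3 domains in parental cells. The peaks of both runs were narrow, with median widths of 520 and 571 bp. Narrow peaks were lost most often, and the random orders did not keep peak widths. The p-value therefore does not separate a lost segment from narrow peaks that lie next to each other.

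H3K4me3 peaks present in a single condition lay in parental H3K27me3 domains more often than all peaks of that condition. The share was 32.9% of 1216 peaks found only in parental cells, 15.3% of 2825 found only in Twist2D and 36.7% of 6272 found only in Twist3D. Among all peaks of these conditions it was 5.91%, 6.84% and 16.5%. In Twist2D domains the shares of the single-condition peaks were 20.7%, 16.3% and 19.2%. In the list labelled Twist3D H3K27me3 they were 23.2%, 42.9% and 59.3%. Parental domains thus held the largest share only for peaks found only in parental cells. No explanation was tested.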
